# Differential Gene Expression in the Oxyntic and Pyloric Mucosa of the Young Pig

**DOI:** 10.1371/journal.pone.0111447

**Published:** 2014-10-30

**Authors:** Michela Colombo, Davide Priori, Paolo Trevisi, Paolo Bosi

## Abstract

The stomach is often considered a single compartment, although morphological differences among specific areas are well known. Oxyntic mucosa (OXY) and pyloric mucosa (PYL, in other species called antral mucosa) are primarily equipped for acid secretion and gastrin production, respectively, while it is not yet clear how the remainder of genes expressed differs in these areas. Here, the differential gene expression between OXY and PYL mucosa was assessed in seven starter pigs. Total RNA expression was analyzed by whole genome Affymetrix Porcine Gene 1.1_ST array strips. Exploratory functional analysis of gene expression values was done by Gene Set Enrichment Analysis, comparing OXY and PYL. Normalized enrichment scores (NESs) were calculated for each gene (statistical significance defined when False Discovery Rate % <25 and *P*-values of NES<0.05). Expression values were selected for a set of 44 genes and the effect of point of gastric sample was tested by analysis of variance with the procedure for repeated measures. In OXY, HYDROGEN ION TRANSMEMBRANE TRANSPORTER ACTIVITY gene set was the most enriched set compared to PYL, including the two genes for H^+^/K^+^-ATPase. Pathways related to mitochondrial activity and feeding behavior were also enriched (primarily cholecystokinin receptors and ghrelin). Aquaporin 4 was the top-ranking gene. In PYL, two gene sets were enriched compared with OXY: LYMPHOCYTE ACTIVATION and LIPID RAFT, a gene set involved in cholesterol-rich microdomains of the plasma membrane. The single most differentially expressed genes were gastrin and secretoglobin 1A, member 1, presumably located in the epithelial line, to inactivate inflammatory mediators. Several genes related to mucosal integrity, immune response, detoxification and epithelium renewal were also enriched in PYL (*P*<0.05). The data indicate that there is significant differential gene expression between OXY of the young pig and PYL and further functional studies are needed to confirm their physiological importance.

## Introduction

The stomach essentially is devoted to the preparation of the bolus for the best digestion conditions in the downstream digestive tracts. Neural, hormonal, paracrine signals resulting from luminal content sensing (chemicals and nutrients, xenobiota components), are integrated in the stomach [1] to adjust the intake, passage rate and metabolism in collaboration with the intestine.

In the pig, oxyntic glands are found in the cardia gland and fundic gland regions (**OXY**), while antral-type mucous glands are found in the pyloric gland region (**PYL**).

This is reflected by their main functions of acid secretion and gastrin secretion, respectively. Differential expressions of numerous gene groups highlight the different specializations of the gastric mucosa compared with the small and large intestines [2]. However, it is not documented if these differences are unique to the whole stomach or two functional mucosal compartments.

Additional knowledge about the compartmentalization between OXY and PYL would help to identify markers of gastric areas [3] and provide models to investigate the developmental process of the gastric mucosa in normal or specific conditions, such as during weaning.

The development of specific physiological functions of the stomach is relevant for the young pig to rapidly adapt to post-weaning diets and also to control the gastro-intestinal microbiota using acid secretion or other defenses. Several feeding strategies have been proposed to improve the health of piglets [4] and improved knowledge of the differential gene expression in the two specialized gastric mucosal areas would help to improve feeding practices and provide further markers in addition to those already used [5]–[8].

Our aim is to assess the differential gene expression between OXY and PYL in young pigs.

## Materials and Methods

The procedures carried out on the pigs were conducted in compliance with Italian laws on experimental animals and were approved by the Ethic-Scientific Committee for Experiments on Animals of the University of Bologna (Permit number: ARIC- 47357).

### Animals and sample collection

Seven crossbred (Large White × Landrace) male weaned pigs (5–6 weeks of age, 11.1 kg body weight, on average) were individually housed in cages and a standard post-weaning feed for five days. Then, after the morning meal, pigs were slaughtered by intracardiac injection (Tanax, 0.5 mL/kg body weight; Intervet Italia, Peschiera Borromeo, Italy), after being anaesthetized with sodium thiopental (10 mg/kg body weight). For each subject, the stomach was removed, opened along the greater curvature and washed in ice-cold PBS, and two samples with transmural sections were collected respectively for OXY in the great curvature between the cardiac gland region and for PYL in the pyloric gland region close to the pyloric sphincter. Samples were immediately frozen in liquid nitrogen and stored at −80°C until use.

### RNA Isolation, Microarray Processing, Quality Control

Total RNA was isolated from oxyntic and PYL collected from each subject, according to Qiagen RNeasy Midi Kit protocol (Qiagen, Hilden, Germany). To reduce the viscosity of the lysate, specimens (50 to 100 mg) were homogenized directly in the buffer RTL containing guanidine thiocyanate. All the other procedures were in agreement with the manufacturer protocol. Purity and integrity evaluation was assessed just before analysis by Agilent Bioanalyzer 2100. Total RNA was hybridized on Affymetrix Porcine Gene 1.1 ST array strips. Hybridized arrays were scanned on a GeneAtlas imaging station (Affymetrix, Santa Clara, CA, USA). Performance quality tests of the arrays including the labelling, hybridization, scanning and background signals by a Robust Multichip Analysis were performed on the CEL files using Affymetrix Expression Console. The intensity records were log2-transformed. Transcript data have been submitted to the National Center for Biotechnology Information's Gene Expression Omnibus (NCBI GEO) with GEO accession number GSE57620.

### Gene quantification by real-time RT-PCR

Samples were validated by the quantification of the expression of H+/K+ Atpase α (***ATP4A*** *)*; gastrin *(* ***GAST*** *)*; ghrelin/obestatin prepropeptide (***GHRL***); polymeric immunoglobulin receptor (***PIGR*** *)* genes by real-time quantitative PCR (RT-qPCR). 1 µg of total RNA was reverse-transcribed using the ImProm-II Reverse Transcription System (Promega), for all the genes, primers were designed based on a specific porcine nucleic acid sequence (Gen-Bank database) using Primer 3 version 0.4.0 (http://frodo.wi.mit.edu/primer3/). The primers sequences, amplicon length and annealing/extension temperatures are given in Table 1.

**Table 1:** Primers information and RT-qPCR conditions used in the trial.

Gene^1^	NCBI accession number	Oligo sequence (5′→3′)		Amplicon length	Annealing T
*ATP4A*	M22724	Forward Reverse	GCATATGAGAAGGCCGAGAG TGGCCGTGAAGTAGTCAGTG	151 pb	57°C
*GAST*	NM_001004036	Forward Reverse	GACTCTGCGCCTATGTCCTG GCTCTTTGCCCCTGTTGG	133 bp	60°C
*GHRL*	NM213807	Forward Reverse	GAACAGAGGTGGCTGGTCTC ACAGGGGAGACAAGGAAAGG	202 pb	62°C
*PIGR*	NM_214159.1	Forward Reverse	AGCCAACCTCACCAACTTCC CTGCTAATGCCCAGACCAC	105 bp	62°C
*HMBS*	DQ845174	Forward Reverse	AGGATGGGCAACTCTACCTG GATGGTGGCCTGCATAGTCT	83 bp	62°C
*RPL4*	DQ845176	Forward Reverse	CAAGAGTAACTACAACCTTC GAACTCTACGATGAATCTTC	122 bp	60°C

1 *ATP4A*, H+/K+ Atpase α; *GAST*, gastrin; *GHRL*, ghrelin/obestatin prepropeptide; *PIGR*, polymeric immunoglobulin receptor; *HMBS*, hydroxymethylbilane synthase; *RPL4*, ribosomal protein L4.

The RT-qPCR reaction was performed in a LightCycler Real-Time PCR Systems (Roche Applied Science) by a shuttle PCR (2 steps) following the procedure described by Trevisi et al. [9]. The expression data were normalized by geometric mean of the expression of the two housekeeping genes: hydroxymethylbilane synthase (***HMBS2***) and ribosomal protein L4 (***RPL4***). Primers and amplification conditions for the housekeeping genes are reported in Table 1.

### Pathway Analysis and other statistics

Affymetrix Trascripts IDs, each one in general characterized by several exonic sequences, were associated with 13,406 human gene names based on the *Sus scrofa* Ensembl database (release 69, www.ensembl.org). For the processed gene expression values, exploratory functional analysis was done with Gene Set Enrichment Analysis using the C5.BP catalog of the gene sets (based on Gene Ontology) from Molecular Signatures Database v3.1(http://www.broadinstitute.org/gsea/msigdb/Index.jsp), comparing OXY with PYL. Normalized enrichment scores (**NES**s) were calculated for each gene set and statistical significance was defined when the False Discovery Rate % was <25 and the *P*-values of the NES were <0.05, as suggested by the program. Enrichment score *P-*values were estimated using a gene set-based permutation test procedure.

From microarray analysis, expression values were obtained for a preselected set of 45 genes, identified on the basis of the literature [2] and our previous observations. The effect of the kind of gastric mucosa (OXY or PYL) was tested on these data by analysis of variance with the SAS GLM (SAS Inst. Inc., Cary, NC, USA) procedure for repeated measures (each pig).

## Results

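Total RNA of the oxyntic and pyloric mucosa of 7 weaned pigs, fed a standard post-weaning diet for 5 days, was hybridized on 14 whole-transcript porcine arrays, 1 for each mucosa of each pig. The methods name a Robust Multichip Analysis of the scanned arrays. The deposited values are intensities on a linear scale for 27460 transcript rows, and they were log2-transformed here as in the paper. The platform annotation gives 1 gene symbol for 11974 of the rows, several for 373 and none for 15113, and each of the 10904 named genes was represented by its row with the highest mean. Of the 45 preselected genes, 32 have a named row. SLC4A2, CLIC6, PGB, CHIA, OLFM4, CYP3A46, SCGB1A1, LGR5, ATP10D, CA2, GPX1, AMY2 and CSAD are not analysed here. The change from PYL to OXY was estimated with limma with the pig as a block, and p was adjusted by the Benjamini-Hochberg method over all rows. In all, 1888 rows were more expressed in OXY and 1226 in PYL, against 326 and 150 without the block. With each array centered on its median the counts were 2305 and 989, and with each array scaled to RPL4, a choice made after seeing the data, 1895 and 985. The median log2 value was between 4.83 and 4.92 on the arrays of pigs 1 to 3 and between 5.63 and 5.73 on those of pigs 4 to 7, so the arrays form 2 sets. Both mucosae of a pig lie in the same set, so the pig term removes the difference between the sets, whereas the SD of a mucosa over the 7 pigs contains it. Within pigs 1 to 3 alone, 665 and 562 rows were higher in OXY and in PYL, and within pigs 4 to 7 alone 686 and 289. The pyloric arrays of pigs 4 and 7 stood apart from the other pyloric arrays of their set, with a Spearman correlation over rows of 0.989 with each other and of 0.954 to 0.965 with those of pigs 5 and 6. Without pigs 4 and 7, a choice made after seeing the data, 1843 rows were higher in OXY and 1641 in PYL. The number of arrays limits the precision.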

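Genes of the parietal cell, of hydrogen ion transport and of the mitochondrion made up most of the groups that were more expressed in OXY. Of 43 gene lists fixed before the data were examined, 41 had at least 3 measured members and were tested against all other named genes with camera. The paper's results were known when the lists were set, and several follow its gene sets, so they are not independent of it. Hydrogen ion transport also holds the ATP synthase and vacuolar ATPase lists. With the preset correlation of camera between genes of 0.01, 11 lists were higher in OXY and 4 in PYL. With an estimated correlation, 4 were higher in OXY (parietal cell, ATP synthase, respiratory chain and citric acid cycle) and none in PYL, where the preset correlation and gene permutation on signal-to-noise ranks gave 4 and 8 (the latter at the methods' thresholds of p under 0.05 and a false discovery rate under 25%). The 8 were enteroendocrine cell, smooth muscle, enteric neuron and glia, T cell, macrophage and dendritic cell, lymphocyte activation, tight junction and mucosal defense. Among 26 chemokines, only CCL28, which attracts lymphocytes to mucosal surfaces, passed the test, with a change of 1.40 log2 (SE 0.21, adjusted p = 0.0041, higher in OXY in 7 of 7 pigs). The chemokine list had a median change of 0.01 (adjusted p = 0.50 from camera, 0.84 with an estimated correlation). Of 30 nuclear receptors, 8 were higher in OXY and 2 in PYL (9 and 4 when adjusted over the list alone), with a median of 0.01 and an adjusted p of 0.25 (0.018 from gene permutation). The thyroid hormone receptor THRB changed by 2.32 (SE 0.36, adjusted p = 0.005), ESRRB by 2.22 (SE 0.10, adjusted p = 1.1e-05), and the xenobiotic receptor NR1I3 and NR4A2 by 1.23 and 1.19. In pigs 4 and 7 THRB changed by 1.05 and 0.55, against 2.34 to 3.54 in the other pigs. Within pigs 4 to 7 alone it did not pass (adjusted p = 0.13 from limma). The circadian receptor RORA was higher in PYL, with a change of -0.71 (adjusted p = 0.0089). Exchanging the 2 mucosae in some of the pigs gave up to 18 lists with the preset correlation, so the number of lists it calls does not set the real comparison apart.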

In OXY, a total of 18 gene sets were significantly enriched compared with PYL (Table 2). 

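Both subunits of the H+/K+-ATPase, the proton pump of the parietal cell, were among the genes with the largest differences between the 2 mucosae. The catalytic subunit ATP4A had a log2 intensity of 12.08 ± 0.14 (SD, n = 7 pigs) in OXY and 4.57 ± 0.29 in PYL, a 183-fold difference (change 7.52, SE 0.13, adjusted p = 2.7e-08 from limma). It ranked 8 of the named genes by level in OXY, near the top of the array values, where the signal saturates, so the size of its fold is uncertain. For the β subunit ATP4B the values were 11.64 ± 0.34 and 5.71 ± 0.48 (change 5.93, SE 0.14, adjusted p = 1.5e-07). Each was higher in OXY in 7 of 7 pigs (exact two-sided sign-flip permutation test, p = 0.016, the smallest that 7 pigs allow). Of 26 measured genes of hydrogen ion transport, which join this pump, mitochondrial ATP synthase and the vacuolar ATPase, 16 were higher in OXY and none in PYL (19 and 0 when adjusted over the list alone). The median change of the list was 0.42, with an adjusted p of 2.4e-12 from camera and 0.099 with an estimated correlation. ATP5L and ATP5G3, subunits of ATP synthase, followed the pump with 0.91 (SE 0.06) and 0.90 (SE 0.07). Of 14 vacuolar ATPase subunits, 5 were higher in OXY (7 when adjusted over the list alone), by 0.56 for ATP6V1C1, 0.52 for ATP6V1G1, 0.42 for ATP6V1H and 0.41 for ATP6V1F. That list had a median of 0.27 (adjusted p = 0.0044, 0.56 with an estimated correlation). Without pigs 4 and 7 the adjusted p of the vacuolar ATPase list was 0.11. NNT is not analysed here.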

HYDROGEN ION TRANSMEMBRANE TRANSPORTER ACTIVITY was the gene set most differentially enriched, which includes the two genes for H^+^/K^+^-ATPase, fundamental enzyme for acid secretion; pathways related to mitochondrial activity and feeding behavior were also enriched (the last involving primarily cholecystokinin receptors, GHRL and the anorexigenic neuropeptide W). Aquaporin 4, water-selective channel protein present in the plasma membranes, was the top-ranking gene.

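Aquaporin 4 (AQP4) had a log2 intensity of 9.54 ± 0.85 (SD, n = 7) in OXY and 3.03 ± 0.45 in PYL, a 91.2-fold difference with a change of 6.51 (SE 0.17, adjusted p = 2.3e-07). In PYL it ranked 10041 of the 10904 named genes by level, near the lower end of the array values, so its fold is limited by the background. By signal-to-noise, with each SD set to at least 0.2 of its mean, AQP4 was second of the named genes at 2.59, between the secretoglobin SCGB1D1 at 2.75 and ATP4A at 2.26. By the size of the change it came after ATP4A and SCGB1D1. SCGB1D1 changed by 7.13 (SE 0.18), from 2.93 ± 0.48 in PYL to 10.06 ± 0.83 in OXY. Other genes among the 10 with the largest change were PHEROC, a secretory protein of the same family in the pig, at 5.35 (SE 0.30), the ubiquitin ligase TRIM50 at 5.13 (SE 0.13) and the vesicle transport protein TMED6 at 4.85 (SE 0.14). Each was higher in OXY in all 7 pigs, with adjusted p between 2.1e-07 and 3.1e-05 for these 4 genes.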

**Table 2:** Gene sets enriched in oxyntic and pyloric mucosae of young pigs.

Name	Size^1^	NES^2^	FDR^3^ q-value
*Oxyntic mucosa*			
HYDROGEN_ION_TRANSMEMBRANE_ TRANSPORTER_ACTIVITY	20	2.172	0.002
MITOCHONDRION	268	2.149	0.002
MITOCHONDRIAL_MEMBRANE_PART	39	2.094	0.002
MITOCHONDRIAL_RESPIRATORY_CHAIN	18	2.029	0.009
MITOCHONDRIAL_INNER_MEMBRANE	50	2.029	0.008
CELLULAR_RESPIRATION	16	1.990	0.014
MONOVALENT_INORGANIC_CATION_ TRANSMEMBRANE_TRANSPORTER_ACTIVITY	24	1.981	0.014
ORGANELLE_INNER_MEMBRANE	56	1.956	0.019
FEEDING_BEHAVIOR	21	1.955	0.018
MITOCHONDRIAL_PART	104	1.896	0.040
INORGANIC_CATION_TRANSMEMBRANE_ TRANSPORTER_ACTIVITY	44	1.877	0.050
MITOCHONDRIAL_MEMBRANE	64	1.847	0.071
ENERGY_DERIVATION_BY_OXIDATION_OF_ ORGANIC_COMPOUNDS	31	1.823	0.088
MITOCHONDRIAL_ENVELOPE	73	1.797	0.108
CHEMOKINE_ACTIVITY	28	1.760	0.150
CHEMOKINE_RECEPTOR_BINDING	29	1.740	0.176
HYDROLASE_ACTIVITY_ACTING_ON_CARBON_NITROGEN_NOT_PEPTIDEBONDSIN_LINEAR_ AMIDES	17	1.692	0.246
LIGAND_DEPENDENT_NUCLEAR_RECEPTOR_ ACTIVITY	22	1.679	0.248
ATPASE_ACTIVITY_COUPLED_TO_ TRANSMEMBRANE_MOVEMENT_OF_IONS	21	1.660	0.247
*Pyloric mucosa*			
LYMPHOCYTE_ACTIVATION	49	−1.770	0.236
LIPID_ RAFT	24	−1.760	0.221

1 Number of genes in the set.

2 Normalized enrichment score.

3 False discovery rate.

In PYL, only two gene sets were significantly enriched compared with OXY: LYMPHOCYTE ACTIVATION, with interleukin 7 ranking first, and LIPID RAFT, a gene set involved in specialized membrane domains composed mainly of cholesterol and sphingolipids. 

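Interleukin 7 (IL7), a growth factor of lymphocytes, was more expressed in PYL, at 6.49 ± 0.66 log2 intensity (SD, n = 7) against 5.96 ± 0.75 in OXY. Its change was -0.53 (SE 0.09, adjusted p = 0.0085), with the same direction in 7 of 7 pigs. Of 28 measured genes of T and B lymphocyte activation, 2 were higher in PYL, 1 was higher in OXY and 25 did not pass the test (2 and 1 passed when adjusted over the list alone). The other gene higher in PYL was MALT1, which carries the signal of antigen receptors, with -0.35 (SE 0.08, adjusted p = 0.02). IL15, a cytokine of natural killer and memory T cells, was higher in OXY with 0.36 (SE 0.06, adjusted p = 0.0097). The median change of the list was -0.22, with an adjusted p of 0.015 from camera and 0.80 with an estimated correlation. In single pigs the median was 0.41, -0.70, -0.48, 0.12, -0.38, -0.35 and 0.10 for pigs 1 to 7, so it was above 0 in pigs 1, 4 and 7 (exact sign-flip permutation test over the 7 pigs, p = 0.30). Leaving out 1 pig ended the call of the list (adjusted p of 0.117 without pig 2, 0.0641 without pig 3 and 0.0501 without pig 5) and that of MALT1 (up to 0.0529 without pig 6).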

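Gastrin (GAST), the hormone of the G cell, had a log2 intensity of 10.56 ± 1.08 (SD, n = 7) in PYL and 5.48 ± 0.35 in OXY, a 33.9-fold difference. Its change of -5.08 (SE 0.40, adjusted p = 1.6e-04, exact permutation p = 0.016) was the largest towards PYL among the named genes with the same direction in all 7 pigs. It was also first towards PYL by signal-to-noise, at -1.58, before adenylate kinase 5 (AK5) at -1.41 and secretagogin (SCGN), a calcium-binding protein of endocrine cells, at -1.34. SCGN changed by -2.71 (SE 0.43, adjusted p = 0.0051). GCNT3, which builds branched mucin sugars, changed by -3.08 (SE 0.39, adjusted p = 0.0015), from 5.80 ± 1.29 in OXY to 8.89 ± 0.78 in PYL. The elastase CELA1 followed with -2.62 (SE 0.53), the secreted protein MSMB with -2.60 (SE 0.20) and the protease inhibitor SERPINA1 with -2.54 (SE 0.55), each in 7 of 7 pigs. GAST was -5.88 within pigs 1 to 3 and -4.48 within pigs 4 to 7. Its change was -3.12 and -3.54 in pigs 4 and 7, whose pyloric arrays stand apart, and -5.46 and -5.81 in pigs 5 and 6. In pigs 4 and 7 the change was -0.40 and -0.21 for CELA1 and -0.44 and -0.36 for SERPINA1. In the other pigs it lay between -4.35 and -2.82 and between -4.59 and -1.98. Within pigs 4 to 7 alone neither passed (adjusted p = 0.20 and 0.19 from limma). GCNT3 in pig 4, at -3.39, lay within the range of the other pigs. The call of SERPINA1 was lost when 1 pig was left out (adjusted p up to 0.0597 without pig 5).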

The single gene most differentially expressed was *GAST*, the peptide hormone produced in pylorus by G cells. The second most differentially expressed gene was ***SCGB1A1***, secretoglobin, family 1A, member 1, presumably located in the epithelial line, to inactivate inflammatory mediators.

Among the set of pre-selected genes, 16 genes were more expressed in OXY compared with PYL (Table 3). These genes were related to acid secretion and pH homeostasis (ATP4A; anion exchanger 2) and were ion and water channels (potassium voltage-gated channel, isk-related family, member 2– ***KCNE2***; potassium inwardly rectifying channel, subfamily J, member 13 and member 15– **KCNJ13** and ***KCNJ15***; chloride intracellular channel 6– ***CLIC6***; aquaporin 4), endocrine mediators, growth factors, receptors and binding proteins (insulin-like growth factor binding protein 5– ***IGFBP5***; *GHRL*; epidermal growth factor - ***EGF***) or related to digestion, nutrient uptake and transport (pepsinogen B and C; chitinase, acidic; lipoprotein lipase; solute carrier family 2, facilitated glucose transporter, member 4).

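All 12 genes of Table 3 with a named row were more expressed in OXY (12 at an adjusted p under 0.05 over all rows, and 12 when adjusted over the list alone). Their median change was 3.33 log2, and the median within each pig lay between 3.25 and 4.21. ATP4A and the 4 ion and water channels changed by at least 4.73, whereas ADHFE1, an iron-containing alcohol dehydrogenase, changed by 1.33 (SE 0.23, adjusted p = 0.0083), with 6.94 ± 0.79 (SD, n = 7) in OXY and 5.61 ± 1.09 in PYL. The genes were chosen for their relevance in the stomach and placed in the table by their test on these samples, so the count is not independent evidence of the direction. SLC2A4 passed with an adjusted p of 0.049, close to the threshold, and 11 preselected genes were higher in OXY by the methods' repeated-measures test after Benjamini-Hochberg adjustment, against 13 with limma, the last number including FABP5 of Table 5.

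**Figure D1:**
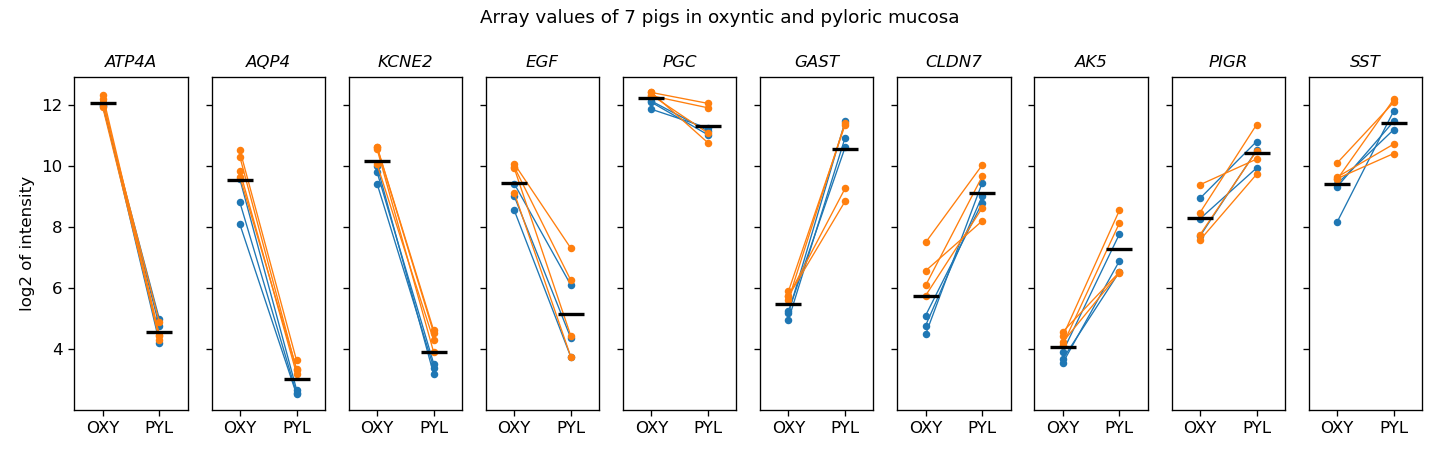
Log2 of intensity (vertical axis) of 10 preselected genes in OXY and PYL of 7 pigs. Each line joins the 2 mucosae of 1 pig (blue, pigs 1 to 3; orange, pigs 4 to 7, the 2 sets of arrays) and black bars are means. ATP4A, AQP4, KCNE2, EGF and PGC fall from OXY to PYL and GAST, CLDN7, AK5, PIGR and SST rise in all 7 pigs.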

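Pepsinogen C (PGC) had a log2 intensity of 12.23 ± 0.20 (SD, n = 7) in OXY and 11.32 ± 0.48 in PYL. Its change was 0.90 (SE 0.16, adjusted p = 0.0081). All 3 measured markers of chief cells, the pepsinogen-secreting cells of the oxyntic gland, were higher in OXY (3 also when adjusted over the list alone), with a median of 0.90. BHLHA15, the transcription factor that maintains the secretory state of chief cells, changed by 2.87 (SE 0.18, adjusted p = 4.9e-05), a 7.31-fold difference. Pepsinogen A (PGA5) changed by 0.37 (SE 0.05, adjusted p = 0.0019) at a level of 12.73 ± 0.16 in OXY and 12.36 ± 0.14 in PYL. By level in OXY, PGA5 ranked 1 and PGC 6 of the named genes, near the top of the array values, where the signal saturates, so the sizes of their changes and of the list's median, which is that of PGC, cannot be judged. The list had an adjusted p of 3.9e-04 from camera and 0.22 with an estimated correlation. PGC belongs to the paper's preselected genes, so the list is not fully independent of Table 3.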

**Table 3:** Genes that were more expressed (*P*<0.05) in OXY mucosa, a priori selected for their relevance in the stomach, compared with PYL mucosa^1^.

		Gastric mucosa^2^		
Gene product	Gene name	OXY	PYL	SEM
*Acid secretion and pH homeostasis*				
H^+^/K^+^ Atpase α	*ATP4A*	12.1	4.6	0.09
Anion exchanger 2	*SLC4A2*	10.0	7.9	0.12
*Ion and water channels*				
Potassium voltage-gated channel, Isk-related family, member 2	*KCNE2*	10.2	3.9	0.20
Potassium inwardly rectifying channel, subfamily J, member 13	*KCNJ13*	8.0	3.3	0.27
Potassium inwardly rectifying channel, subfamily J, member 15	*KCNJ15*	8.8	3.7	0.17
Chloride intracellular channel 6	*CLIC6*	10.7	4.0	0.14
Aquaporin 4	*AQP4*	9.5	3.0	0.26
*Endocrine mediators, growth factors, receptors and binding proteins*				
Insulin-like growth factor binding protein 5	*IGFBP5*	10.1	8.5	0.25
Ghrelin/Obestatin Prepropeptide	*GHRL*	9.9	7.8	0.38
Epidermal growth factor	*EGF*	9.4	5.1	0.41
*Digestive enzymes, nutrient uptake and transport*				
Pepsinogen B	*PGB*	11.9	10.4	0.13
Pepsinogen C	*PGC*	12.2	11.3	0.14
Chitinase, acidic	*CHIA*	12.2	7.8	0.19
Lipoprotein lipase	*LPL*	9.8	7.6	0.46
Solute carrier family 2 (facilitated glucose transporter), member 4	*SLC2A4*	8.7	6.4	0.36
*Others*				
Alcohol dehydrogenase, iron containing, 1	*ADHFE1*	6.9	5.6	0.32

1 OXY  =  oxyntic mucosa; PYL  =  pyloric mucosa.

2 Mean values, expressed as log2 of intensity values.

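Of the 12 genes of Table 4 with a named row, 11 were more expressed in PYL at an adjusted p under 0.05 over all rows (12 when adjusted over the list alone), and none was higher in OXY. Their median change was -2.32 log2. In single pigs this median was -3.67, -2.33, -2.27, -1.49, -2.86, -3.25 and -0.61 for pigs 1 to 7, so the difference was smallest in pigs 7 and 4, whose pyloric arrays stand apart. Gastric intrinsic factor (GIF), which binds vitamin B12, was the gene that missed the threshold. It had 11.44 ± 0.49 (SD, n = 7) in PYL and 9.96 ± 1.33 in OXY, a change of -1.49 (SE 0.46, adjusted p = 0.075) with the same direction in 7 of 7 pigs (exact permutation p = 0.016). These genes too were assigned to their table by a test on these samples, so their direction is not independent evidence. Leaving out 1 pig lowered the number from 11 to 8 without pig 1, 3, 5 or 6.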

Among the set of pre-selected genes, 16 genes were more expressed in PYL compared with OXY (Table 4). These genes were cell adhesion factors and regulators of tight junctions (Olfactomedin 4; Claudin 2 and 7) and were related to epithelial protection, immunity and detoxifying enzymes (lysozyme; polymeric immunoglobulin receptor; cytochrome P450, family 3, subfamily A, polypeptide 4– ***CYP3A46***; secretoglobin, family 1A, member 1 (uteroglobin) – ***SCGB1A1***); transcription factors (Meis homeobox 2; SRY (sex determining region Y)-box 21; leucine-rich repeat containing G protein-coupled receptor 5– ***LGR5***), endocrin mediators, growth factors, receptors and binding proteins (somatostatin; *GAST*), digestive enzymes, or nutrient transporters (gastric intrinsic factor), and others (aldo-keto reductase family 1, member C1; cysteine dioxygenase 1; adenylate kinase 5).

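Aldo-keto reductase AKR1C1, an enzyme of steroid and aldehyde reduction, showed the largest difference after GAST among the genes of Table 4 with a named row, with 7.95 ± 1.04 (SD, n = 7) in PYL and 4.25 ± 1.49 in OXY. Its change was -3.70 (SE 0.65, adjusted p = 0.0084), higher in PYL in 6 of 7 pigs (exact permutation p = 0.031), and -5.39 within pigs 1 to 3 against -2.43 within pigs 4 to 7. AK5, which balances adenine nucleotides, changed by -3.21 (SE 0.28, adjusted p = 2.5e-04). Cysteine dioxygenase 1 (CDO1), the first enzyme of cysteine breakdown, changed by -2.83 (SE 0.71, adjusted p = 0.036). The homeobox factor MEIS2 was at 9.10 ± 0.40 in PYL and 6.95 ± 0.51 in OXY (change -2.15, SE 0.23, adjusted p = 8.0e-04), and SOX21 changed by -1.07 (SE 0.24, adjusted p = 0.023, 6 of 7 pigs). MEIS2 and SOX21 were among 6 of 22 measured patterning factors that were higher in PYL, while 2 were higher in OXY (6 and 2 when adjusted over the list alone). Leaving out 1 pig ended the calls of CDO1 (adjusted p up to 0.092 without pig 6) and SOX21 (up to 0.0677 without pig 6).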

**Table 4:** Genes that were more expressed (*P*<0.05) in PYL mucosa, a priori selected for their relevance in the stomach, compared with OXY mucosa^1^.

			Gastric mucosa^2^					
Gene product	Gene name		OXY		PYL		SEM	
*Cell adhesion factors and tight junction regulation*								
Olfactomedin 4	*OLFM4*	4.8		9.4		0.69		
Claudin 7	*CLDN7*	5.8		9.1		0.33		
Claudin 2	*CLDN2*	5.0		7.5		0.48		
*Epithelial protection, immunity and detoxifying enzymes*								
Lysozyme	*LYZ*	10.3		11.7		0.22		
Polymeric immunoglobulin receptor	*PIGR*	8.3		10.4		0.23		
Cytochrome P450, family 3, subfamily A, polypeptide 4	*CYP3A46*	4.3		7.9		0.52		
Secretoglobin, family 1A, member 1 (uteroglobin)	*SCGB1A1*	3.8		8.0		0.57		
*Transcription factors*								
Meis homeobox 2	*MEIS2*	7.0		9.1		0.17		
SRY (sex determining region Y)-box 21	*SOX21*	5.5		6.5		0.18		
Leucine-rich repeat containing G protein-coupled receptor 5	*LGR5*	3.6		5.6		0.29		
*Endocrin mediators, growth factors, receptors and binding proteins*								
Somatostatin	*SST*	9.4		11.4		0.24		
Gastrin	*GAST*	5.5		10.6		0.30		
*Digestive enzymes, nutrient uptake and transport*								
Gastric intrinsic factor	*GIF*	10.0		11.4		0.37		
*Others*								
Aldo-keto reductase family 1, member C1	*AKR1C1*	4.3		8.0		0.48		
Cysteine dioxygenase 1	*CDO1*	5.1		7.9		0.50		
Adenylate Kinase 5	*AK5*	4.1		7.3		0.25		

1 OXY  =  oxyntic mucosa; PYL  =  pyloric mucosa.

2 Mean values, expressed as log2 of intensity values.

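Of the 8 genes of Table 5 with a named row, 7 did not pass the test and 1 was more expressed in OXY (1 also when adjusted over the list alone). The median change of the list was 0.04 log2 and its mean 0.02, against 3.33 in Table 3 and -2.32 in Table 4. The gene that passed was FABP5, a fatty acid binding protein. The sodium iodide symporter SLC5A5 was at 7.80 ± 0.83 (SD, n = 7) in OXY and 8.40 ± 0.84 in PYL, and its change of -0.60 (SE 0.42, adjusted p = 0.43) was towards PYL in 4 of 7 pigs. It was -1.75 within pigs 1 to 3 and 0.26 within pigs 4 to 7. A two-sided exact permutation over the 7 pigs gave p = 0.66 for the list's median. These genes were placed in the table by a test on the same samples, and a p above the threshold does not show equal expression.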

Other genes, characterizing the gastric mucosa versus the intestinal mucosae in mice, were not affected by the type of gastric mucosa (Table 5): ATPase, class V, type 10D– ***ATP10D***; carbonic anhydrase 2 & 11; gastrokine 1; protein disulfide isomerase (PDI) family A, 3 & 4; Mucin 1; glutathione peroxidase 1; glutathione S-transferase alpha 4; fatty acid binding protein 5; sodium iodide symporter, member 5; pancreatic amylase.

**Table 5:** Genes that did not differ for expression in OXY and PYL mucosa, a priori selected for their relevance in the stomach^1^.

			Gastric mucosa^2^					
Gene product	Gene name		OXY		PYL		SEM	
*Acid secretion and pH homeostasis*								
ATPase, class V, type 10D	*ATP10D*	6.3		6.5		0.66		
Carbonic anhydrase 2	*CA2*	11.8		11.6		0.11		
Carbonic anhydrase 11	*CA11*	5.4		6.0		0.30		
*Epithelial protection and detoxifying enzymes*								
Gastrokine 1	*GKN1*	11.8		11.9		0.44		
PDI family A, 3	*PDIA3*	10.9		10.9		0.23		
PDI family A, 4	*PDIA4*	9.8		9.8		0.16		
Mucin 1	*MUC1*	10.8		10.7		0.745		
Glutathione peroxidase 1	*GPX1*	9.1		9.3		0.45		
Glutathione S-transferase alpha 4	*GSTA4*	8.8		8.2		0.34		
*Endocrin mediators, growth factors, receptors and binding proteins*								
Fatty acid binding protein 5	*FABP5*	8.0		7.2		0.35		
*Digestive enzymes, nutrient uptake and transport*								
Solute carrier family 5 (sodium iodide symporter), member 5.	*SLC5A5*	7.8		8.4		0.27		
Pancreatic amylase	*AMY2*	5.7		5.1		0.33		
*Others*								
Cysteine sulfinic acid decarboxylase.	*CSAD*	5.8		5.4		0.18		

1 OXY  =  oxyntic mucosa; PYL  =  pyloric mucosa.

2 Mean values, expressed as log2 of intensity values.

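On the arrays, ATP4A and ghrelin (GHRL) were more expressed in OXY and GAST and the polymeric immunoglobulin receptor (PIGR) in PYL, also after scaling to the reference gene RPL4. Relative to RPL4 on the linear scale, ATP4A was 1.74 ± 0.539 (SD, n = 7 pigs) in OXY and 0.00983 ± 0.00475 in PYL, a ratio of 177. GAST was 0.753 ± 0.48 in PYL and 0.0173 ± 0.00262 in OXY, a ratio of PYL to OXY of 43.6. GHRL was 0.387 ± 0.146 in OXY and 0.139 ± 0.144 in PYL, and PIGR 0.583 ± 0.267 in PYL and 0.138 ± 0.0758 in OXY, with ratios of 2.79 and 4.21. The SE given here come from the SD of the 7 scaled differences, whereas those of single genes elsewhere are from limma. The scaled log2 changes were 7.54 (SE 0.16), -5.07 (SE 0.45), 2.09 (SE 0.45) and -2.13 (SE 0.27) for ATP4A, GAST, GHRL and PIGR. Each had the same direction in 7 of 7 pigs (exact two-sided sign-flip permutation test, p = 0.016, the smallest that 7 pigs allow). RPL4 itself was at 11.35 ± 0.50 in OXY and 11.37 ± 0.50 in PYL, with a change of -0.02 (SE 0.05, adjusted p = 0.88). The row used ranked 37 and 34 of the named genes by level in OXY and PYL, so its signal may saturate. Other rows of RPL4, at lower levels, changed by 0.51 and 0.80 (adjusted p = 0.18 and 0.14 from limma). The flatness of the reference thus rests on the row used. These values are on another scale than Table 6.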

The validation of the microarray data by quantitative real-time PCR analysis of four representative genes (*ATP4A*, *GAST*, *GHRL*, *PIGR*) is reported in table 6. The variations for the two different mucosae were confirmed for all the genes by the quantitative real-time PCR analysis.

**Table 6:** Validation of the microarray data by quantitative real-time PCR (qRT-PCR) analysis of four representative genes.

	Real Time RT-PCR^1^			Microarray^1^		
Gene name^2^	OXY	PYL	SEM^3^	OXY	PYL	SEM^3^
*ATP4A*	120.6	0.03	12.4	33.7	0.2	2.3
*GAST*	0.2	316.2	65.6	0.3	15.9	2.6
*GHRL*	12.84	4.2	2.6	7.5	2.6	1.1
*PIGR*	2.0	18.6	3.9	2.6	12.6	1.7

1 Values normalized for *hydroxymethylbilane synthase* and *ribosomal protein L4* gene expression.

2 *ATP4A*, H+/K+ Atpase α; *GAST*, gastrin; *GHRL*, ghrelin/obestatin prepropeptide; *PIGR*, polymeric immunoglobulin receptor.

3 All gene values differed for the different mucosae inside each analysis method (*P*<0.05).

## Discussion

### Expression in oxyntic mucosa

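All 9 measured markers of parietal cells, the acid-secreting cells of the oxyntic gland, were higher in OXY (9 also when adjusted over the list alone), with a median change of 5.13 log2. The median within each pig lay between 4.78 and 5.75. The list had an adjusted p of 5.3e-20 from camera and 0.031 with an estimated correlation, and 4 of its members belong to Table 3. Over all rows, 376 were higher in OXY by at least 1 log2 unit and 220 in PYL. Among named genes the counts were 201 and 106. In the pigs whose pyloric arrays stand apart, the median of the markers was 5.43 in pig 4 and 4.78 in pig 7. The latter was the lowest of all pigs, by 0.59 below the median of the others.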

As expected, the comparison of OXY with PYL mucosa revealed a greater differentiation of OXY due to the presence of parietal cells responsible for the gastric hydrochloric acid secretion into the lumen of the stomach. This finding implies the powerful activation of H^+^/K^+^-ATPase to transport H^+^ across the apical membrane of parietal cells and explains the differential enrichment of genes collected in the pathway HYDROGEN ION TRANSMEMBRANE TRANSPORTER ACTIVITY. The enrichment of many MITOCHONDRIAL genes and pathways involved in membranes activity, oxidative phosphorylation and respiratory chain show the high ATP production and the massive use of energy primarily for proton pumping in oxyntic paretial cells. 

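Nuclear genes of the mitochondrion were higher in OXY as a group, mostly by less than 1 log2 unit. Of 29 measured genes of respiratory complexes I to IV, 24 were higher in OXY, none was higher in PYL and 5 did not pass (28 higher when adjusted over the list alone), with a median change of 0.61. NDUFB2 and NDUFB11, subunits of complex I, changed by 1.07 (SE 0.12, adjusted p = 7.3e-04) and 0.92 (SE 0.07, adjusted p = 1.6e-04), and COX6C of complex IV by 0.90 (SE 0.11). Of 10 ATP synthase subunits, 9 were higher in OXY (9 when adjusted over the list alone; median 0.66), among them ATP5A1 with 0.87 (SE 0.06, adjusted p = 7.9e-05) and ATP5G1 with 0.73 (SE 0.08). Of 12 genes of the citric acid cycle and pyruvate dehydrogenase, 10 were higher in OXY (12 when adjusted over the list alone; median 0.45). Isocitrate dehydrogenase IDH2 changed by 1.35 (SE 0.10, adjusted p = 1.5e-04), PDHB by 1.11 (SE 0.07), DLD by 0.90 (SE 0.08) and citrate synthase (CS) by 0.57 (SE 0.10). Of 37 mitochondrial ribosomal proteins, 13 were higher in OXY (22 when adjusted over the list alone; median 0.26), led by MRPL3 at 0.87, MRPL16 at 0.75 and MRPL28 at 0.67. The 44 cytosolic ribosomal genes had a median of 0.02, and 1 of them passed, RPS19BP1 with 0.46 (adjusted p = 0.014), which encodes a binding partner of a ribosomal protein. Adjusted p from camera was 2.6e-21 for the respiratory chain, 4.5e-10 for ATP synthase, 5.5e-10 for the citric acid cycle and 7.2e-10 for the mitochondrial ribosome, and 0.031, 0.031, 0.046 and 0.19 with an estimated correlation. It was 0.76 for the cytosolic ribosome. The 4 mitochondrial medians were above 0 in 7 of 7 pigs (exact permutation p = 0.016 each). The paper reasons that acid secretion by parietal cells explains the enrichment of hydrogen ion transport genes in OXY, and concludes from that of mitochondrial genes that OXY produces much ATP, used mainly for proton pumping.

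**Figure D2:**
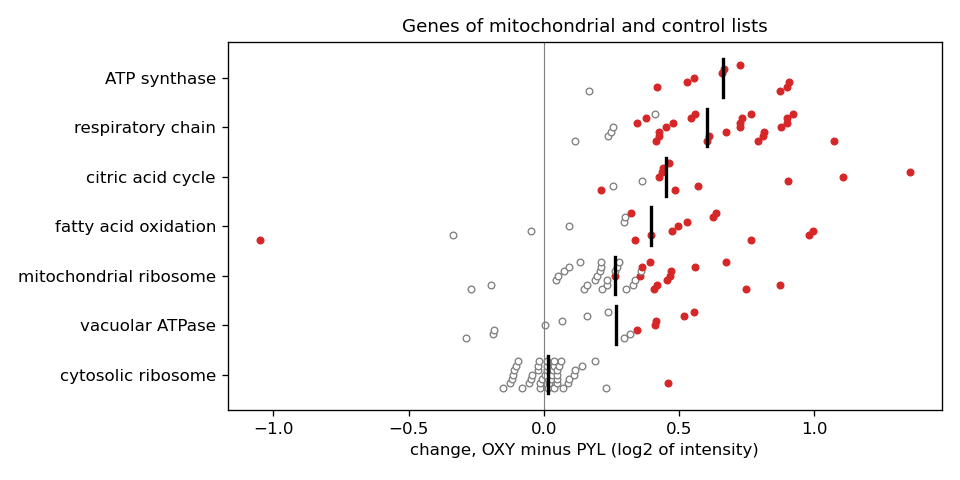
Change from PYL to OXY (horizontal axis, log2 of intensity) of each measured gene of 7 lists. Filled points passed limma's test at an adjusted p under 0.05, open points did not, and black bars are list medians. The respiratory chain has its median at 0.61 and the cytosolic ribosome at 0.02.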

Interestingly, the gene for nicotinamide nucleotide transhydrogenase was enriched in OXY and present in both of these groups of genes and its activity is likely related to ATP biosynthesis [10] or free radical detoxification [11] in the cell. The hydrochloric acid secretion requires the exchange of bicarbonate for chloride ions; anion exchanger 2 contributes to basolateral membrane HCO3- transport [12]. Its observed gene upgrade confirms the relevance of this transporter for the ionic balance in the oxyntic mucosa, in agreement with observations of knock-out mice for this gene [13].

Class V *ATP10D*, which encodes phospholipid-translocating ATPase, was enriched in both in OXY and PYL mucosae while previously it has been shown to be localized in murine parietal cells [2]. However, the similar gene expression observed in our survey for OXY and PYL may indicate that this enzyme involved in the phospholipid translocation may be not only related to H^+^/K^+^+-ATPase membranes in parietal cells but also to the formation or reorganization of cellular or intracellular membranes or vesicular trafficking in the PYL [14]. Carbonic anhydrases catalyze the bidirectional conversion of carbon dioxide and water to bicarbonate and protons required for acid secretion. The enrichment in the transcripts for carbonic anhydrase 2 (cytosolic) and 11 (catalytic), which was observed in gastric corpus of mice in confront with intestinal segments [2], is observed in both gastric mucosae here. This result suggests that, beside the involvement of acid secretion, these carbonic anhydrases also serve to maintain the mucus-bicarbonate barrier by the mucus-producing epithelial cells in both gastric areas.

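Carbonic anhydrase 11 (CA11) was at 5.37 ± 0.47 (SD, n = 7) in OXY and 6.01 ± 1.57 in PYL, and its change of -0.64 (SE 0.48, adjusted p = 0.47) was towards PYL in 4 of 7 pigs. It was -2.50 in pig 4 and -2.89 in pig 7, whose pyloric arrays stand apart, and between -0.66 and 1.10 in the other pigs. Other members of the family differed between the mucosae. Of 9 measured carbonic anhydrases, 3 were higher in OXY and none in PYL (3 and 0 when adjusted over the list alone). The cell surface enzyme CA9 was at 11.24 ± 0.19 in OXY and 9.89 ± 0.63 in PYL (change 1.35, SE 0.24, adjusted p = 0.0089), CA8 changed by 1.77 (SE 0.35, adjusted p = 0.015) and the membrane-bound CA4 by 1.03 (SE 0.12, adjusted p = 9.1e-04). The median change of the list was -0.11 and its mean 0.21, which differ in sign (adjusted p = 0.56 from camera).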

Regulation of the K^+^ balance in gastric surface cells and parietal cells is also relevant. 

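Of 62 measured genes of the KCN family of potassium channels, 7 were higher in OXY, 2 were higher in PYL and 53 did not pass (7 and 2 passed when adjusted over the list alone). KCNE2, the subunit that joins KCNQ1 in parietal cells, had 10.17 ± 0.47 (SD, n = 7) in OXY and 3.91 ± 0.57 in PYL, a 76.3-fold difference (change 6.25, SE 0.13, adjusted p = 9.4e-08). The inward rectifier KCNJ15 was at 8.79 ± 0.41 and 3.72 ± 0.50 (change 5.07, SE 0.14, adjusted p = 4.5e-07) and KCNJ13 at 8.05 ± 0.93 and 3.32 ± 0.44 (SE 0.26, adjusted p = 2.8e-05). The 2-pore channel KCNK10, which the paper does not name, changed by 2.08 (SE 0.26, adjusted p = 0.0015). The calcium-activated channel KCNN4 was higher in PYL, with -1.21 (SE 0.22, adjusted p = 0.011). The median of the family was -0.06 and its mean 0.20, which differ in sign, with an adjusted p of 0.74 from camera. Gene permutation on signal-to-noise ranks gave an adjusted p of 0.033 towards OXY for the family. KCNQ1 is not analysed here.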

Several genes transcribing for K^+^ channels were more strongly expressed in OXY than in PYL. *KCNE2*, which was the most expressed in parietal cells, in mice is associated with potassium the voltage-gated channel, KQT-like subfamily, member 1 (***KCNQ1***), forming an heterodimeric potassium channel [15]. The control of K^+^ fluxes to cytosol by this complex has relevance for acid secretion and is independent of H^+^/K^+^-ATPase activity in mice [15]. KCNQ1 was not present on our microarray chip. Therefore no data are available. However, KCNE2, which forms a complex with KCNQ1 to provide K-efflux for acid secretion in stimulated parietal cells [15] was highly expressed in OXY in our analysis confirming similar results in other species. In mice, He et al. [16] revealed the relevance of *KCNJ15* transcript in OXY and *KCNJ15* product in parietal cells, where it is stimulated by acid secretion and can cooperate with *KCNQ1*. *KCNJ15* is also present in chief cells, but not in mucous neck cells. A gene expression study of isolated parietal cells revealed that *KCNJ13* is present in significant amounts but shows the same or lower expression levels compared with whole gastric epithelium [17]. The relevance of total fluid excretion in OXY is finally outlined by the greater activation of *CLIC6*, which presumably creates a chloride ion gradient for water movement in parietal cells [18], in connection with water-selective channels like Aquaporin 4 in the plasma membranes to secrete water in the lumen and produce a more fluid bolus. 

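Among 10 measured aquaporins, AQP4 and AQP9 were higher in OXY and AQP7 was higher in PYL (2 and 2 genes when adjusted over the list alone). AQP9, a channel for water and glycerol, was at 4.64 ± 0.60 (SD, n = 7) in OXY and 4.10 ± 0.85 in PYL (change 0.53, SE 0.13, adjusted p = 0.036, 7 of 7 pigs). AQP7, which also passes glycerol, was at 3.61 ± 0.56 and 4.17 ± 0.36 (change -0.56, SE 0.11, adjusted p = 0.014, towards PYL in 7 of 7 pigs). Both are low on these arrays, and the call of AQP9 was lost when 1 pig was left out (adjusted p up to 0.102 without pig 6). The list had a median of -0.05 and a mean of 0.41, which differ in sign, and an adjusted p of 0.83 from camera.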

Finally, these processes require the timely provision of energy substrates, which is evidenced by the increased transcription for genes related to lipolytic activity (*LPL*) and glucose transport (*SLC2A4*) in OXY compared with PYL. Nevertheless, the similar gene expression of *FABP5* in both gastric tissues may indicate that in PYL there is also an important need for fatty acids uptake, as has been evidenced for OXY in comparison with intestinal tissues in mice [2].

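Lipoprotein lipase (LPL), which releases fatty acids from circulating triglycerides, was at 9.83 ± 0.67 (SD, n = 7) in OXY and 7.57 ± 1.57 in PYL, a 4.79-fold difference (change 2.26, SE 0.47, adjusted p = 0.017, 7 of 7 pigs). The glucose transporter SLC2A4 was at 8.73 ± 0.41 and 6.38 ± 1.77 (change 2.35, SE 0.64), higher in OXY in 6 of 7 pigs (exact permutation p = 0.047). In pigs 4 and 7, whose pyloric arrays stand apart, the change was 0.08 and -0.89 for SLC2A4 and 0.61 and 0.22 for LPL, against at least 2.64 and 1.43 in the other pigs. The call of SLC2A4, and that of LPL, was lost when 1 pig was left out (adjusted p up to 0.124 without pig 5 for SLC2A4 and 0.0542 without pig 6 for LPL). Of 17 measured genes of mitochondrial fatty acid oxidation, 11 were higher in OXY, 1 was higher in PYL and 5 did not pass (13 and 2 passed when adjusted over the list alone). ACSL1, which activates fatty acids, changed by 0.99 (SE 0.17, adjusted p = 0.0071), the dehydrogenase ACADM by 0.98 (SE 0.11, adjusted p = 9.5e-04), HADHB by 0.77 and ETFB by 0.64. ACADL, the long-chain dehydrogenase, went the other way with -1.05 (SE 0.13, adjusted p = 0.0014). The list had a median of 0.39 and an adjusted p of 1.4e-05 from camera, 0.15 with an estimated correlation.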

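FABP5, a carrier of fatty acids in the cytosol, was at 7.99 ± 0.54 (SD, n = 7) in OXY and 7.20 ± 0.77 in PYL, a 1.73-fold difference. It was higher in OXY in 7 of 7 pigs (exact two-sided sign-flip permutation test, p = 0.016), with a change of 0.79 (SE 0.09, adjusted p = 0.0012 from limma). The differences within pigs 1 to 7 were 0.93, 1.15, 1.06, 0.69, 0.51, 0.59 and 0.59. The change was 1.05 within pigs 1 to 3 and 0.59 within pigs 4 to 7.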

We also found that OXY shows increased expression of a gene related to digestion, the acidic chitinase (*CHIA*), which has already been identified in the stomach of other species, although with a variable degree of expression [19]. The activity of CHIA may be addressed to chitin-containing feeds (as may be also true for wild boar), to insects and other live organisms and be favored by the peculiar pH in OXY, which explains also the reduced gene expression in PYL.

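Ghrelin (GHRL), the appetite hormone of the oxyntic gland, was at 9.90 ± 0.23 (SD, n = 7) in OXY and 7.83 ± 1.29 in PYL, a 4.2-fold difference with a change of 2.07 (SE 0.37, adjusted p = 0.009, 7 of 7 pigs). The gastrin and cholecystokinin receptor CCKBR changed more, by 4.12 (SE 0.20, adjusted p = 1.5e-05), from 3.47 ± 0.60 in PYL to 7.59 ± 0.46 in OXY. Neuropeptide W (NPW) was at 5.05 ± 0.85 and 4.21 ± 0.66 (change 0.83, SE 0.18, adjusted p = 0.019, 7 of 7 pigs). These were the 3 that passed among 21 measured peptides and receptors that control feeding, and none was higher in PYL (3 and 0 when adjusted over the list alone). The list as a whole had a median of -0.0027 and a mean of 0.27, which differ in sign, and an adjusted p of 0.56 from camera. Gene permutation on signal-to-noise ranks gave an adjusted p of 0.012 for it. The call of NPW was lost without pig 3 (adjusted p = 0.0549). CCKAR is not analysed here.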

Our results showed that OXY is more specialized for the control of feeding behavior given by the greater expression of genes of the FEEDING_BEHAVIOR group, where specifically ghrelin was enriched. 

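Epidermal growth factor (EGF) was at 9.45 ± 0.58 (SD, n = 7) in OXY and 5.13 ± 1.41 in PYL, a 19.9-fold difference. Its change of 4.32 (SE 0.34, adjusted p = 1.6e-04) was similar in both sets of arrays, at 4.27 in pigs 1 to 3 and 4.35 in pigs 4 to 7, and 7 of 7 pigs had the higher value in OXY.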

Other endocrine mediators were found out to be more specifically involved in growth; EGF has a regulatory function on H^+^/K^+^-ATPase activity in parietal cells [20], thus its greater gene expression in OXY may be related to a paracrine control based on this growth factor that is not present in PYL. It is known that EGF expression and secretion in the stomach is regulated by capsaicin sensitive peripheral neurons and results in cytoprotective and antiulcerogenic activity together with the increase of CGRP and NO release [21], [22]. Furthermore, an upregulated gene expression of *IGFBP5* in OXY may be required for regulating cellular growth, differentiation and turnover in parietal cells [23].

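Insulin-like growth factor binding protein 5 (IGFBP5) was at 10.09 ± 0.44 (SD, n = 7) in OXY and 8.53 ± 0.83 in PYL, a 2.94-fold difference (change 1.56, SE 0.19, adjusted p = 0.0014). It was higher in OXY in 7 of 7 pigs, by 1.93 within pigs 1 to 3 and 1.28 within pigs 4 to 7. The change was 0.96 and 0.53 in pigs 4 and 7, whose pyloric arrays stand apart, and 1.89 and 1.73 in pigs 5 and 6.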

*GPX1* and *GSTA4*, which were enriched in the stomach compared with the intestine [2], were not differentially expressed between OXY and PYL, supporting the detoxification role for all mucosa regions against reactive oxygen species [24] and xenobiotics [25]. 

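Glutathione S-transferase GSTA4, which removes products of lipid peroxidation, was at 8.79 ± 0.89 (SD, n = 7) in OXY and 8.15 ± 1.11 in PYL. Its change of 0.64 (SE 0.24, adjusted p = 0.13) was towards OXY in 6 of 7 pigs (exact permutation p = 0.078). Other detoxification genes differed in both directions. Of 27 measured, 6 were higher in OXY, 6 were higher in PYL and 15 did not pass (7 and 9 passed when adjusted over the list alone). Cytochrome P450 CYP2C49 changed by 1.38 (SE 0.31, adjusted p = 0.025, 6 of 7 pigs), the flavin monooxygenases FMO1 and FMO5 by 0.85 (SE 0.19) and 0.76 (SE 0.20), and the acetaldehyde-clearing ALDH2 by 0.72 (SE 0.15, adjusted p = 0.016). Towards PYL, AKR1C1 had the largest change of the members that passed, at -3.70 (SE 0.65, adjusted p = 0.0084, 6 of 7 pigs). For the list as a whole the median was -0.04 (adjusted p = 0.52 from camera). GSTA4 passed without pig 7 (adjusted p = 0.045), whereas leaving out 1 pig ended the calls of CYP2C49 (up to 0.0704 without pig 3), FMO1 (up to 0.0752 without pig 6) and FMO5 (up to 0.105 without pig 5).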

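Mucin 1 (MUC1), a membrane-bound mucin of the surface epithelium, was at 10.76 ± 0.37 (SD, n = 7) in OXY and 10.71 ± 0.39 in PYL. The mean difference was 0.05 (SE 0.15, adjusted p = 0.86), and 3 of 7 pigs had the higher value in OXY (exact permutation p = 0.77). None of the 3 measured surface mucous cell markers and none of the 3 gland mucous cell markers passed the test, over all rows or adjusted over the list alone. The medians were -0.14 (adjusted p = 0.38 from camera) and -0.09 (adjusted p = 0.98, with the statistic of camera on the side of OXY, opposite to the median). In pig 7 the median of the gland mucous list was 2.08, far above the 0.27 of pig 4, the next highest.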

Mucus is also important for the protection of the stomach, which is supported by the similar expression of the mucin 1 gene in OXY and PYL.

### Expression in pyloric mucosa

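Somatostatin (SST), the hormone of the D cell, was at 11.42 ± 0.68 (SD, n = 7) in PYL and 9.40 ± 0.60 in OXY, a 4.04-fold difference (change -2.02, SE 0.30, adjusted p = 0.0041, 7 of 7 pigs). It was among 5 of 14 measured enteroendocrine genes that were higher in PYL, while 2 were higher in OXY (7 and 2 when adjusted over the list alone). PAX6 and NEUROD1, transcription factors of endocrine cells, changed by -1.81 (SE 0.29, adjusted p = 0.0056) and -1.78 (SE 0.36, adjusted p = 0.016). Histidine decarboxylase (HDC), which makes histamine in the enterochromaffin-like cells of OXY, went with ghrelin, with 0.90 (SE 0.10, adjusted p = 8.4e-04). It was named after its value was seen. The list had a median of -0.80 and an adjusted p of 0.016 from camera, 0.78 with an estimated correlation. It holds 3 preselected genes (GAST, SST and GHRL), so it is not independent of Tables 3 and 4. Of the 4 lists that camera called higher in PYL with the preset correlation, it alone holds such genes. With the preselected genes left out of every list, 3 lists were called higher in PYL. In single pigs the median of the enteroendocrine list was lowest at -1.77 in pig 1. It was -0.02 in pig 4 and 0.20 in pig 7, whose pyloric arrays stand apart. NEUROD1 missed the threshold without pig 3 or pig 6 (adjusted p up to 0.0517 without pig 6).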

Other relevant gastric control mechanisms are also resident in PYL, including greater expression for GAST and its paracrine negative regulator, somatostatin, released from G-cells and D-cells, respectively. However, in PYL, all of the gastric content is forced to pass toward the intestine. Thus, the significant expression of genes of the LYMPHOCYTE ACTIVATION group in PYL is not surprising. It is furthermore reasonable to find that some proteins involved in mucosal defense such as antibacterial lysozymes and polymeric immunoglobulin receptors, required for IgA transepithelial basal-to-apical transport to the epithelial surface, were more expressed in PYL. 

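Markers of macrophages and dendritic cells and antigen presentation genes were lower in OXY than in PYL as lists with the preset correlation of camera (adjusted p = 0.0013 and 0.016) and not with an estimated one (0.59 and 0.78), and few single immune genes passed the test. None of 10 T cell markers passed, over all rows or adjusted over the list alone, with a median of -0.27 (adjusted p = 0.061 from camera, 0.80 with an estimated correlation). In pig 1 this median was 0.77 and in pig 2 -1.15. None of 4 B and plasma cell markers passed either way of adjustment (median -0.07, adjusted p = 0.56). Of 10 markers of macrophages and dendritic cells, 3 were higher in PYL and none in OXY (6 and 0 when adjusted over the list alone). They were the adaptor TYROBP with -0.45 (SE 0.11, adjusted p = 0.034), the Fc receptor chain FCER1G with -0.37 (SE 0.10, adjusted p = 0.047) and the endotoxin receptor CD14 with -0.27 (SE 0.06, adjusted p = 0.02). That list had a median of -0.28 and an adjusted p of 0.0013 from camera, 0.59 with an estimated correlation. Antigen presentation genes had a median of -0.21 (adjusted p = 0.016, 0.78 with an estimated correlation), with none of 13 past the threshold over all rows or over the list alone. Leaving out 1 pig made the T cell list pass (adjusted p = 4.9e-04 without pig 1, 0.0402 without pig 4 and 0.0478 without pig 7), ended the call of the antigen presentation list (0.151 without pig 2), and ended the calls of TYROBP (up to 0.0948 without pig 6), FCER1G (up to 0.115 without pig 6) and CD14 (up to 0.0616 without pig 6). After each array was scaled to RPL4 these 3 genes no longer passed, although their changes were nearly as large (-0.44, -0.35 and -0.25). The SD of their differences over the 7 pigs rose from 0.32 to 0.34, from 0.27 to 0.32 and from 0.11 to 0.17.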

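Lysozyme (LYZ) was at 11.67 ± 0.48 (SD, n = 7) in PYL and 10.32 ± 0.68 in OXY (change -1.35, SE 0.27, adjusted p = 0.015), higher in PYL in 6 of 7 pigs. Another row of LYZ, at a lower mean level of 6.32, changed by 0.20 and did not pass (adjusted p = 0.090 from limma). PIGR, which carries IgA across the epithelium, was at 10.44 ± 0.55 and 8.30 ± 0.69 (change -2.14, SE 0.24, adjusted p = 9.6e-04). Of 17 measured genes of mucosal defense, 6 were higher in PYL, 2 were higher in OXY and 9 did not pass (7 and 2 passed when adjusted over the list alone). BPIFA1 and BPIFB1, secreted proteins that bind bacterial lipopolysaccharide, changed by -2.63 (SE 0.60, adjusted p = 0.025) and -1.86 (SE 0.35, adjusted p = 0.011). DUOXA2, which matures a hydrogen peroxide-producing oxidase, was higher in OXY with 0.98 (SE 0.25, adjusted p = 0.039, 6 of 7 pigs). The list had a median of -0.03 and a mean of -0.44, with an adjusted p of 0.23 from camera. Gene permutation on signal-to-noise ranks, towards PYL, gave p = 0.042 (adjusted 0.091), within the methods' thresholds. LYZ and PIGR belong to the paper's preselected genes. The calls of BPIFA1 and DUOXA2 were lost when 1 pig was left out (adjusted p up to 0.0719 without pig 1 and 0.0986 without pig 1).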

The greater gene expression of polymeric immunoglobulin receptor in PYL versus OXY is consistent with previous observations using pigs at different ages [9].Our data reveal that other defense genes encoding for for protein disulfide isomerases (**PDI**) *PDIA3* and *PDIA4* are presumably not only highly expressed in chief cells, as reported previously [26], but also in PYL. 

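The disulfide isomerase PDIA3 was at 10.91 ± 0.51 (SD, n = 7) in OXY and 10.87 ± 0.40 in PYL, and PDIA4 at 9.85 ± 0.41 and 9.80 ± 0.27. Their changes were 0.04 (SE 0.11, adjusted p = 0.86) and 0.05 (SE 0.11, adjusted p = 0.83), each towards OXY in 4 of 7 pigs. Of 21 measured genes of protein folding in the endoplasmic reticulum, 3 were higher in OXY and none in PYL (5 and 0 when adjusted over the list alone). They were the co-chaperone DNAJB9 with 0.49 (SE 0.10, adjusted p = 0.016), the translocon subunit SEC61A1 with 0.41 (SE 0.10, adjusted p = 0.033) and calnexin (CANX) with 0.34 (SE 0.05, adjusted p = 0.0048). The list, which holds PDIA3 and PDIA4, had a median of 0.23 and an adjusted p of 6.2e-04 from camera, 0.78 with an estimated correlation. Without pigs 4 and 7 its adjusted p was 0.0827, and leaving out 1 pig ended the calls of SEC61A1 (up to 0.0834 without pig 6) and DNAJB9 (0.0501 without pig 1).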

*PDIA3* and *PDIA4* are involved in protein folding in rough endoplasmic reticulum and reported to be related to various function, in particular the assembly of major histocompatibility complex class I [27] and redox homeostasis [28], respectively.

It is also worth noting that the genes for the xenobiotic metabolizing cytochrome P450 enzyme, *CYP3A46* [29] and a secretoglobin (*SCGB1A1*), were more expressed in PYL. *CYP3A46* may have relevance for protecting the gut against T-2 toxin [30], the mold byproduct of *Fusarium* spp fungus, that, among other effects, causes vomit. Interestingly, SCGB1A1 is known for its anti-inflammatory properties and for the predominant localization in Clara cells of distal conducting pulmonary airways [31], [32]. 

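Annexin A2 (ANXA2), a membrane-binding protein found in lipid rafts, was at 10.15 ± 0.47 (SD, n = 7) in PYL and 9.27 ± 0.56 in OXY, a 1.84-fold difference (change -0.88, SE 0.12, adjusted p = 0.0028, 7 of 7 pigs). It was the only one of 15 measured genes of lipid rafts and caveolae to pass the test (1 also when adjusted over the list alone). The median change of the list was -0.21, with an adjusted p of 0.21 from camera and 0.42 from gene permutation on signal-to-noise ranks. It was 0.08 in pigs 1 to 3, where none of the 3 pigs had a median below 0, and below 0 in each of pigs 4 to 7. The T cell kinase LCK is counted in this list and among the lymphocyte genes.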

Finally, the upregulation of genes related to lymphocyte activation may be also linked to the second genes set upregulated in PYL, LIPID_RAFTS. In fact, lipid rafts are cholesterol-rich microdomains of the plasma membrane known to be also involved in the activation of cytokine signaling [33] and T lymphocytes differentiation [34].

PYL mucosa also shows greater expression of some relevant genes related to the barrier defense of the mucosa: claudin 7 is, for example, necessary for the epithelial barrier integrity and to avoid bacterial translocation [35]. Furthermore, PYL seems to be better equipped than OXY to sustain a much greater turnover rate [36] and may be related to the constant mechanical stress caused by the passage of the feed bolus. This hypothesis is supported by the greater gene expression of the marker of gastro-intestinal stem cells *LGR5* [37]. Conversely, *GKN1*, another gene that is more involved in the renewal of gastric epithelium [38] compared with intestinal epithelium [2], was similarly expressed in both gastric areas, confirming that it is in general relevant to the replication of gastric surface mucous cells [37].

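Claudin 7 (CLDN7), a tight junction protein, was at 9.12 ± 0.64 (SD, n = 7) in PYL and 5.75 ± 1.07 in OXY, a 10.3-fold difference. Its change was -3.37 (SE 0.36, adjusted p = 6.8e-04), with the same direction in 7 of 7 pigs. Claudin 2 (CLDN2), which forms cation pores, was at 7.49 ± 1.45 and 5.00 ± 1.03 (change -2.49, SE 0.61, adjusted p = 0.033), higher in PYL in 6 of 7 pigs (exact permutation p = 0.047). These were the 2 that were higher in PYL among 22 measured claudins and other tight junction genes, while 2 were higher in OXY (2 and 2 when adjusted over the list alone). MARVELD2 changed by 1.10 (SE 0.26, adjusted p = 0.03) and CLDN8 by 0.33 (SE 0.09, adjusted p = 0.041). The list had a median of 0.03 and a mean of -0.21, which differ in sign, and an adjusted p of 0.76 from camera. Gene permutation on signal-to-noise ranks gave an adjusted p of 0.042 towards PYL. Leaving out 1 pig ended the calls of CLDN2 (adjusted p up to 0.0929 without pig 6), MARVELD2 (up to 0.0654 without pig 1) and CLDN8 (up to 0.103 without pig 1).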

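None of 11 measured cell cycle genes of dividing cells passed the test over all rows, or adjusted over the list alone. Their median change was -0.15 log2, with an adjusted p of 0.38 from camera. The medians within pigs 1 to 7 were -0.46, -0.86, -0.48, -0.17, -0.29, 1.07 and 0.40, on both sides of 0 (exact permutation p = 0.64). Of 14 stem cell and Wnt target genes, 3 were higher in PYL and 1 was higher in OXY (4 and 1 when adjusted over the list alone). The receptor kinase EPHB2 changed by -1.20 (SE 0.17, adjusted p = 0.0027), the hyaluronan receptor CD44 by -1.11 (SE 0.26, adjusted p = 0.028) and PROM1 by -0.30 (SE 0.08, adjusted p = 0.042), all towards PYL. TNFRSF19 was higher in OXY with 1.12 (SE 0.17, adjusted p = 0.0042). That list had a median of 0.01 and an adjusted p of 0.42 from camera. The list proliferation passed without pig 6 (adjusted p = 0.00248) and within pigs 1 to 3 alone (adjusted p = 2.9e-06), towards PYL, while its median was 0.23 in pigs 4 to 7. The calls of CD44 and PROM1 were lost when 1 pig was left out (up to 0.081 without pig 1 and 0.114 without pig 6).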

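Gastrokine 1 (GKN1) was at 11.76 ± 0.31 (SD, n = 7) in OXY and 11.92 ± 0.23 in PYL, near the top of the array values in both mucosae. Its change of -0.16 (SE 0.08, adjusted p = 0.24) was towards PYL in 5 of 7 pigs (exact two-sided sign-flip permutation test, p = 0.078). Without pigs 4 and 7, whose pyloric arrays stand apart, its adjusted p was 0.0393.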

In conclusion, OXY and PYL mucosae show high expression of genes other than known functional genes related to hydrochloric acid and gastrin secretion. In general, the data indicate that OXY has a higher specialization than the PYL, useful for new marker detections. The pylorus expressed some gene transcripts that may merit additional studies, particularly those related to mucosal defense function. In addition, the research suggests that several genes are shared between OXY and PYL. hese new observations should be addressed in further studies considering the different compartments of the stomach separately, as is usually the case for the intestine, to reveal novel functions.

How the deposited data were processed for this re-analysis (not part of the article)

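Whole-transcript porcine arrays were hybridized with RNA of the oxyntic and pyloric mucosa of 7 pigs of 5 to 6 weeks and a mean body weight of 11.1 kg, 14 arrays in all. The methods name a Robust Multichip Analysis of the scanned arrays. This procedure in general corrects the background, normalizes the arrays and summarises the probes of each transcript row, and which of these steps made the deposited values is not given in the sources used here. The deposited intensities are on a linear scale. Their distribution is shared by the arrays of pigs 1 to 3 and, at a higher level, by those of pigs 4 to 7, and the log2 values of pigs 1 to 3 alone fall on 2 decimals, so the arrays form 2 sets. What made the sets differ was not tested. The intensities were log2-transformed here and not normalized again.

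Each of 27460 transcript rows was tested with limma (version 3.58.1 in R 4.3.3) for the change from PYL to OXY, with a positive change for OXY. The pig was a term of the model, as each pig is the repeated measure of the methods, and without the block 326 rows were called higher in OXY. The SE of a change is that of limma, which draws on the variance of all rows and so is not the spread of the gene over pigs alone. The SE of changes scaled to RPL4 come from the SD of the 7 differences. All adjusted p of single genes are from limma, adjusted by the Benjamini-Hochberg method over all rows, with a threshold of 0.05. The number of arrays limits the precision. Beside them stand exact two-sided sign-flip permutation tests of the 7 differences within pigs, with 128 sign patterns and a smallest p of 0.016. The procedure was tested on simulated data of the same size, where changes of 0.5, 1, 2 and 4 (log2) were recovered in 60, 90, 98 and 100% of 50 rows each, with 13 false among 187 calls. The simulated rows varied independently of each other, few of them changed and no array stood apart. These rates need not hold for the real data. Both arrays of a pig share deviations from the mean of their mucosa, with correlations over rows between 0.02 in pig 7 and 0.62 in pig 4. These deviations contain the difference between the 2 sets. Within the sets the correlations were -0.03, 0.06, 0.16, 0.62, 0.23, 0.43 and -0.01 for pigs 1 to 7.

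Rows were named from the platform annotation, with 7 symbols updated through their gene identifiers, and rows with several symbols or none were tested but not named. Of the 10904 named genes, 969 have more than 1 row. Genes that the paper names and the annotation does not, NNT, KCNQ1 and CCKAR among them, are not analysed here. Some of the 27460 rows (1239) hold the same values as another row, and all rows were kept.

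Named in the text are every gene of the paper with a named row (their values in its tables had been seen), the 10 genes with the largest change in each direction among those past the threshold with one direction in all 7 pigs, and up to 4 members of each list with the largest change in its main direction, plus the largest the other way. Before the data were examined, but with the paper's results known, 47 gene lists were fixed. Of these, 4 were of the paper's own genes and 43 of cell types, complexes and pathways. The 4 former are the genes of Tables 3 to 5 and the other genes named in the paper's text. The 43 were parietal, chief, enteroendocrine, surface mucous, gland mucous, intestinal epithelium, pancreatic acinar, smooth muscle, enteric neuron and glia, fibroblast, endothelial, T cell, B and plasma cell, macrophage and dendritic cell, mast cell, red blood cell, antigen presentation, hydrogen ion transport, ATP synthase, vacuolar ATPase, respiratory chain, citric acid cycle, fatty acid oxidation, mitochondrial ribosome, feeding behavior, lymphocyte activation, lipid raft, chemokine, nuclear receptor, potassium channel, aquaporin, carbonic anhydrase, tight junction, mucosal defense, detoxification, proliferation, stem cell and Wnt target, patterning factor, protein folding in the endoplasmic reticulum, cholesterol synthesis, interferon response, immediate early and cytosolic ribosome. The 41 with at least 3 measured members were tested against all other named genes with camera of limma, with 1 row per gene, a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. A median change of a list is over its measured members. The gene sets of the paper's enrichment analysis are not used here, so the lists differ from them in their members.

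Alternatives were to leave out the pig term, to center each array on its median, to normalize the arrays by quantiles, to leave out the rows of lowest mean (1 in 3), to leave out each pig in turn, limma with an intensity trend and a robust prior, array weights, a change of at least 1 (log2), the methods' repeated-measures test with and without adjustment, adjustment over the list alone, the mean of all rows of a gene, an estimated correlation in camera, gene permutation on signal-to-noise ranks (fgsea version 1.28.0, with random seed 11, and with each SD set to at least 0.2 of its mean), and lists without the preselected genes. After the data were seen, 4 were added, namely without pigs 4 and 7, scaling to RPL4, pigs 1 to 3 alone and pigs 4 to 7 alone. The scalings planned before the data were seen were not run and are not reported here. In gene permutation, the floor on the SD exceeded the SD of most genes named here, so those ranks mostly follow the means. The comparison with real-time PCR and with the PCR part of Table 6 was left out.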

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

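In the weighing of 3 patterns below, the tests on pigs 4 and 7 and the test on the endothelial list in single pigs were chosen only after the results were seen, and the others before.

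Several genes of Table 4 that the intestine also expresses (CLDN2, CLDN7, AKR1C1 and PIGR of those named) were higher in PYL. Duodenal epithelium in the pyloric samples would bring all abundant enterocyte transcripts. The 20 measured genes of the intestinal epithelium list, which holds none of these genes, had a median change of -0.042 (adjusted p = 0.55 from camera), which argues against it. The 95% interval of the median, -0.15 to 0.06, takes the genes as independent and does not measure the spread over pigs. In single pigs the median lay between -0.11 and 0.15. Of the 20 genes, the peptide transporter SLC15A1 was higher in PYL at -1.49 (SE 0.38, adjusted p = 0.038) and DPP4 in OXY at 0.50 (SE 0.08, adjusted p = 0.0069), with 1 and 2 genes in OXY and PYL when adjusted over the list alone. The call of SLC15A1 was lost when any of 5 of the 7 pigs was left out (adjusted p up to 0.104 without pig 6). Named after their values were seen, CDH17 at -2.08 (adjusted p = 0.057) and FABP1 at -1.05 (adjusted p = 0.20) also lay towards PYL, as duodenal epithelium would have it. A difference between the mucosae themselves stays open and was not tested further.

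Lymphocyte genes were higher in PYL as a list by camera with its preset correlation (adjusted p = 0.015) and not with an estimated one (0.80), and the call was lost without pig 2 (0.117), pig 3 (0.0641) or pig 5 (0.0501). The median of the list was above 0 in pigs 1, 4 and 7. A lower share of parietal and chief cells in PYL would raise the markers of every other cell type there alike. The endothelial list was higher in OXY, at 0.53, in each of the 7 pigs (by 0.06 in pig 7 and 0.11 in pig 4, exact sign-flip permutation test, p = 0.016). This argues against a like rise of every other cell type in PYL. On the side of a lower share of parietal and chief cells are the medians below 0 of the T cell (-0.27), B and plasma cell (-0.07), macrophage and dendritic cell (-0.28), fibroblast (-0.24) and smooth muscle (-0.65) lists, so 1 of the 6 lists goes against it. The difference between the endothelial and the T cell list was positive in 5 of 7 pigs only (exact permutation p = 0.094). Endothelial markers can differ between the mucosae by themselves, so they do not decide whether the share accounts for the lymphocyte list. That stays open. A difference in the number or the state of lymphocytes between the mucosae stays open.

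The pyloric arrays of pigs 4 and 7 stood apart, and the genes of Table 4 were less different in these pigs, by 1.10 (log2) in pig 4 and 1.99 in pig 7 against the median of the other pigs. Against the mean of pigs 5 and 6, the other pigs of their set, the median of these 12 genes was lower by 1.48 in the pyloric array of pig 4 and by 1.29 in that of pig 7, and it was higher by 0.01 and 0.37 in the oxyntic arrays. Part of the smaller difference in pig 7 thus lies in its oxyntic array, where AKR1C1 was at 7.36, CLDN2 at 6.87 and LYZ at 11.63, above the oxyntic arrays of all other pigs. What set the oxyntic array apart was not tested. Oxyntic tissue in the pyloric samples would shrink the parietal cell list by more than 1, and its shift was 0.18 in pig 4 and -0.59 in pig 7, which argues against it as the cause in both pigs. A lower share of epithelium in the pyloric samples cannot be told apart here. The surface mucous cell list moved by 0.29 in pig 7, a share of 0.148 of the shift of the Table 4 genes, but 2 of its 3 members (GKN1 and GKN2) lie near the top of the array values, where the signal saturates, and MUC1, the other, moved by 0.83. More muscle wall is a candidate explanation for part of the pattern, since the median change of the smooth muscle list was -1.01 in pig 4 and -2.47 in pig 7, below each other pig, although pig 1, whose pyloric array does not stand apart, was near pig 4 at -0.90. Whether it also lowers the genes of Table 4 stays open. The paper took transmural sections, so muscle can lie in every sample. The change of the smooth muscle list from PYL to OXY does not tell which array of a pig departs. The place of sampling within the pylorus was not tested.

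A single pig lay far from the others in 5 of 165 checks (122 genes and 43 lists), where chance alone gives about 5%. For GATA5 this was pig 2, with a difference of 1.17 below all other pigs. For MRPL2 it was pig 7 with 1.00, and for NDUFB5 pig 1 with 1.46, each above all other pigs. In pig 7 the median of the gland mucous cell list was 2.08 and that of the mitochondrial ribosome list 0.57, each above the other pigs.

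The genes here are those that the paper does not discuss, among the 10 with the largest change in each direction. Only genes past the threshold with one direction in all 7 pigs were ranked. Towards OXY the changes were 7.13 for SCGB1D1, 5.35 for PHEROC, 5.13 for TRIM50 and 4.85 for TMED6. Towards PYL they were -3.08 for GCNT3, -2.71 for SCGN, -2.63 for BPIFA1, -2.62 for CELA1, -2.60 for MSMB and -2.54 for SERPINA1. In pigs 4 and 7 CELA1 changed by only -0.40 and -0.21 and SERPINA1 by -0.44 and -0.36. Among lists outside those it discusses, camera with its preset correlation called endothelial cell (median 0.53) and protein folding in the endoplasmic reticulum (0.23) higher in OXY, and enteroendocrine cell (-0.80), macrophage and dendritic cell (-0.28) and antigen presentation (-0.21) higher in PYL. None of these 5 passed with an estimated correlation (adjusted p between 0.56 and 0.78).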

How the results depend on the processing

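Chosen after the data were seen were the alternatives without pigs 4 and 7, with scaling to RPL4, and within pigs 1 to 3 or 4 to 7 alone. Under each alternative run for it, each of the 113 named genes past the threshold kept its direction, and so did each of the 15 lists called by camera with its preset correlation. Of the genes, 111 also stayed past the threshold with quantile normalization, array weights or an intensity trend, 88 to 105 when 1 pig was left out, 84 with the methods' test after adjustment and 58 without the pig term. With fewer pigs, 72 stayed past the threshold in pigs 1 to 3 alone and 49 in pigs 4 to 7 alone. Of the lists, 4 stayed past it with an estimated correlation, 11 by gene permutation and 13 to 15 when 1 pig was left out. Of the 3114 transcripts called, 2027 to 2517 were called again when 1 pig was left out and 2306 without pigs 4 and 7. The median change of all transcripts moved from -0.01 to 0.04 with centering and to 0.01 with scaling to RPL4. Arrays cannot show how far a transcript near the background lies below it, so large changes of transcripts that are low in one mucosa are bounded by that level.

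Main counts were 1888 transcripts higher in OXY and 1226 in PYL, 13, 11 and 8 preselected genes higher in OXY, higher in PYL and not past the threshold, and 11 and 4 lists. Without the pig term, there were 326 transcripts higher in OXY and 150 transcripts higher in PYL. At a change of at least 1, there were 376 transcripts higher in OXY and 220 transcripts higher in PYL. By the methods' repeated-measures test without adjustment, there were 3529 transcripts higher in OXY and 2958 transcripts higher in PYL. By the methods' test with adjustment, there were 637 transcripts higher in PYL, 7 preselected genes higher in PYL and 14 preselected genes that did not pass. With an estimated correlation, there were 4 gene lists higher in OXY and 0 gene lists higher in PYL. By gene permutation, there were 8 gene lists higher in PYL. In pigs 1 to 3 alone, there were 665 transcripts higher in OXY and 562 transcripts higher in PYL. In pigs 4 to 7 alone, there were 686 transcripts higher in OXY, 289 transcripts higher in PYL, 8 preselected genes higher in OXY, 5 preselected genes higher in PYL, 19 preselected genes that did not pass and 7 gene lists higher in PYL. With fewer pigs or a stricter threshold fewer calls follow from the construction, and otherwise the cause was not tested. Without 1 pig, the lowest and highest values were -0.068 to 0.16 for the change of MUC1, -0.045 to 0.088 for the change of PDIA3, -0.039 to 0.11 for the change of PDIA4, -0.042 to 0.0056 for the change of RPL4, 690 to 1232 for transcripts higher in PYL, -0.074 to -0.019 for the list aquaporin, -0.022 to 0.063 for the list cytosolic ribosome, -0.22 to 0.054 for the list gland mucous cell, -0.079 to 0.058 for the list immediate early, -0.27 to 0.024 for the list interferon response, 7 to 13 for preselected genes that did not pass. The values below are changes of genes, medians of lists or, by gene permutation, normalized enrichment scores. They are of genes and lists that had not passed the test and whose direction (for a list, that of its test) turned, and of these only the potassium channel list passed by gene permutation. Without the pig term the values were -0.059 for the list potassium channel and -0.052 for the list aquaporin. With each array centered on its median the values were 0.026 for the change of RPL4 and -0.042 for the list gland mucous cell. With quantile normalization the values were -0.095 for the list gland mucous cell and -5.4e-04 for the list cytosolic ribosome. With the rows of lowest mean left out the values were -0.12 for the list potassium channel and -0.32 for the list aquaporin. With array weights the values were -4.2e-04 for the change of PDIA3, -0.0063 for the change of MUC1, -0.15 for the list gland mucous cell and -0.031 for the list cytosolic ribosome. With the mean of all rows of a gene the values were 0.43 for the change of RPL4. By gene permutation the values were -0.70 for the list gland mucous cell, 1.70 for the list potassium channel, 1.45 for the list aquaporin and 0.46 for the list immediate early. With the preselected genes left out of the lists the values were 0.043 for the list tight junction. Without pigs 4 and 7 the values were 0.19 for the change of CA11, -0.097 for the change of PDIA3, -0.11 for the change of PDIA4, -0.16 for the change of MUC1, -0.32 for the list gland mucous cell, 0.085 for the list enteric neuron and glia, 7.4e-04 for the list fibroblast, -0.058 for the list chemokine, -0.088 for the list cholesterol synthesis, 0.049 for the list immediate early and -0.048 for the list cytosolic ribosome. With each array scaled to RPL4 the values were -0.068 for the list gland mucous cell. In pigs 1 to 3 alone the values were 0.35 for the change of CA11, -0.090 for the change of PDIA3, -0.13 for the change of PDIA4, -0.17 for the change of MUC1, -0.29 for the list gland mucous cell, -0.005 for the list smooth muscle, 0.19 for the list enteric neuron and glia, 0.13 for the list fibroblast, 0.080 for the list lipid raft, -0.020 for the list potassium channel, -0.30 for the list cholesterol synthesis and 0.14 for the list immediate early. In pigs 4 to 7 alone the values were 0.26 for the change of SLC5A5, 0.022 for the list intestinal epithelium, 0.13 for the list B and plasma cell, -0.025 for the list aquaporin, -0.18 for the list carbonic anhydrase, 0.050 for the list tight junction, 0.23 for the list proliferation, 0.066 for the list interferon response and 0.0015 for the list cytosolic ribosome. The cause was not tested.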

Differences from the paper's values

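All 64 means of the 32 preselected genes with a named row lay within 0.05 (log2) of the paper's. Of 32 standard errors of the mean, 2 differed by more than 1.5 times. For GKN1 the paper's SEM is 0.44 and the value here was 0.104. For MUC1 the paper's SEM is 0.745 and the value here was 0.145. None of the alternatives set before the data were examined that give an SEM (centering, quantile normalization, leaving out each pig and the mean of all rows of a gene) brought either within the paper's.

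The paper names AQP4 as the top-ranking gene and states no measure for this rank. By signal-to-noise, the measure chosen here, AQP4 was second here, at 2.59, after SCGB1D1 at 2.75, and by the size of the change ATP4A was first, at 7.52 against 6.51 for AQP4. Each SD was set to at least 0.2 of its mean, which holds for both mucosae of AQP4 and SCGB1D1, so their order rests on the means alone, with values in PYL near the lower end of the arrays, and is not firm. For PYL the paper names GAST as the most different gene, and GAST was first here too. In lymphocyte activation the paper ranks IL7 first. The list used here holds other members than the paper's set, so the ranks are not of the same genes. By signal-to-noise CTLA4 was first in this list, at -0.28 with an adjusted p of 0.18 from limma, and IL7 second at -0.21. Of the members that passed, IL7 had the largest change towards PYL. The floor of 0.2 of the mean exceeded both SDs of IL7, so its score rests on the means alone and this order is not firm either.

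Of the 8 genes of Table 5 analysed here, 7 did not pass, as in the paper. FABP5, which the paper lists as not affected, was higher in OXY by 0.79 (SE 0.09, adjusted p = 0.0012 from limma). By the methods' repeated-measures test its p was 1.8e-04. It did not pass without the pig term (adjusted p = 0.48), and its change does not reach the alternative of at least 1 (log2). For the change of FABP5 none of the other alternatives set before the data were examined ended the call. GSTA4, also listed there, passed when adjusted over the 32 preselected genes with a named row and without pig 7, and not when adjusted over the genes of Table 5 alone. GSTA4 and GKN1 passed without pigs 4 and 7, an alternative chosen after the values were seen, which drops none of the paper's genes of Tables 3 and 4 that were called here.

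All 12 genes of Table 3 and 11 of 12 genes of Table 4 with a named row passed in the direction of the paper. GIF, the exception, had an adjusted p of 0.075. It passed when adjusted over the list alone, with array weights and by the methods' test without adjustment (p = 0.033), the test and threshold of the paper.

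The paper reports gene sets of feeding behavior, chemokines and nuclear receptors as enriched in OXY and lipid raft in PYL. The lists used here, which hold other members, had an adjusted p of 0.56, 0.50, 0.25 and 0.21 from camera, whereas hydrogen ion transport, the mitochondrial lists and lymphocyte activation passed in the paper's direction with the preset correlation. With an estimated correlation, hydrogen ion transport (0.099), the mitochondrial ribosome (0.19), fatty acid oxidation (0.15) and lymphocyte activation (0.80) did not pass. By gene permutation at the paper's thresholds, feeding behavior (normalized enrichment score 1.85, p = 0.0024 by permutation of genes) and nuclear receptors (1.81, permutation p = 0.004) passed. Chemokines (1.42, permutation p = 0.086) and lipid raft (-1.12, permutation p = 0.33) did not. Lipid raft passed in pigs 4 to 7 alone (adjusted p = 0.0092 for the list lipid raft), an alternative chosen after the values were seen.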

Other observations

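Of the tests of chance below, those on the preset correlation and on the preselected genes were chosen only after the results were seen.

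Markers of endothelial cells, which line blood vessels, were higher in OXY. Of 6 measured, 5 passed the test and none was higher in PYL (5 and 0 when adjusted over the list alone), with a median of 0.53 (adjusted p = 6.2e-04 from camera, 0.56 with an estimated correlation). The growth factor receptor KDR changed by 1.17 (SE 0.10, adjusted p = 2.5e-04), TEK by 0.91 (SE 0.12, adjusted p = 0.0021), VWF by 0.64 and PECAM1 by 0.43, in 7, 7, 7 and 6 of 7 pigs. Leaving out 1 pig ended the calls of VWF (for 5 of the 7 pigs, adjusted p up to 0.0813 without pig 6) and PECAM1 (for 6 of them, up to 0.102 without pig 6). The median of the list was 0.11 in pig 4 and 0.06 in pig 7, whose pyloric arrays stand apart, and 0.63 to 0.92 in the other pigs. Smooth muscle markers had a median of -0.65 with none of 12 past the threshold over all transcripts or over the list alone (adjusted p = 0.051 from camera, 0.80 with an estimated correlation), with medians in single pigs from -2.47 in pig 7 to 0.95 in pig 2. That list passed without pig 2 (adjusted p = 0.00209), pig 3 (0.0228) or pig 6 (0.0498).

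Transcription factors of foregut patterning differed in both directions. PDX1, which specifies the distal stomach and duodenum, changed by -1.10 (SE 0.20, adjusted p = 0.0087) and NKX6-3, a factor of the distal stomach, by -2.03 (SE 0.22, adjusted p = 7.4e-04), both towards PYL in 7 of 7 pigs. GATA5 was higher in OXY in 7 of 7 pigs, with 7.00 ± 0.41 (SD, n = 7) against 4.98 ± 0.56 in PYL, a change of 2.02 (SE 0.14, adjusted p = 7.9e-05 from limma). The list had a median of -0.04 and an adjusted p of 0.38 from camera. Among pancreatic acinar genes, the carboxypeptidase CPA1 was higher in OXY at 1.19 (SE 0.15, adjusted p = 0.0014), the only one of 5 past the threshold (1 also when adjusted over the list alone). The median of that list was 0.06 (adjusted p = 0.25). Among markers of enteric neurons and glia the neurofilament NEFM alone passed of 13, at -0.46 (adjusted p = 0.0017, 1 gene also when adjusted over the list alone), and the median was -0.09 (adjusted p = 0.23). That list passed without pig 2 (adjusted p = 0.0223).

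No gene passed, over all transcripts or over the list alone, in the lists fibroblast, with a median of -0.24 (adjusted p = 0.23), cholesterol synthesis, with 0.13 (adjusted p = 0.50), interferon response, with -0.13 (adjusted p = 0.50), and immediate early, with -0.05 (adjusted p = 0.76). The fibroblast list passed without pig 2 (adjusted p = 0.0211). Only 2 mast cell markers (median 0.11) and 2 red blood cell markers (median 0.25) were measured, none of them past the threshold, and these 2 lists were not tested. The 5 other genes that the paper names, ATP4B, CCKBR, NPW, IL7 and RPL4, had a median of 0.83, and 3 of them were higher in OXY and 1 in PYL (3 and 1 when adjusted over the list alone), a list that the study chose and that is not independent evidence.

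Exchanging the 2 mucosae in some of the pigs gives 64 ways to label the arrays, the real one included. For the 3114 transcripts that differed, 1 of 64 gave a count as large, the real one, and the highest other was 185. That highest other exchanged pigs 4 and 7, which points to the structure of their arrays. The real labelling thus gave more calls than any other, and 1 of 64 is the smallest share that this test allows. In an exchanged labelling the real difference becomes part of the residual variation, so low counts are expected there. The gap between 3114 and 185 does not measure the evidence. For the 24 preselected genes, 1 of 64 gave a count as large, and the highest other was 0. Their p was adjusted over all transcripts, so a labelling with no transcript called gives 0 here by construction. This count thus adds no separate evidence to that of the transcripts. For the 15 lists called with the preset correlation, 16 of 64 gave as many, with up to 18, so chance cannot be excluded for that count. With an estimated correlation 4 lists were called, 1 of 64 gave as many, and the highest other was 0. The correlation was estimated again in each labelling, from residuals that hold the real difference once mucosae are exchanged. Few calls are thus expected in the other labellings. The gap between 4 and 0 does not measure the evidence, and 1 of 64 is again the smallest share possible.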
